A study of Mus musculus with 2 samples.

How the data were processed

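DNase-seq finds accessible chromatin by sequencing the ends of DNA fragments that DNase I releases from nuclei. It was carried out on the gastrocnemius, a mostly fast-twitch calf muscle, of 2 male mice of strain B6CASTF1/J aged 25 days. Per the labels, the libraries are biological replicates 1 and 2 of 1 tissue and come from separate biosamples whose descriptions number different males. Both carry the same donor identifier, so their origin in separate animals rests on those descriptions. The labels link the extraction step to a protocol for isolating nuclei from tissue. Instrument models are named for the replicate 1 library only, so a difference in sequencing could not be separated from a difference between the animals.

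The files used for each library were 2 peak lists, a list of footprints and a per-position list of false discovery rates, all on mouse build mm10 per the labels. Per the deposited README notes, each list derives from the alignments of its own library, so the peaks were called per library and not on pooled reads. The aligner, the peak caller, the footprint caller and their versions are not given in the sources used here. The signal of a peak is the authors' deposited value. Every signal was a whole multiple of a fixed step within its library (within 0.1 of a whole number), as tags in a window per 1000000 tags of the library would be, and this reading comes from the values and not from a source. On that reading the libraries held 169 M and 117 M tags, the signal of 1 tag was 0.00592 and 0.00855, and the signals of the libraries could be compared as densities scaled to library size. The deposited per-position value is a q-value, listed only where it lies below 0.05. Every peak of the longer of the 2 peak lists held a position below 0.05 and every peak of the shorter held a position below 0.001, so these were taken as a looser and a stricter list, and the looser list was used throughout unless stated. The other column of the deposited footprint files, beside the positions, holds the constant 0.01, so footprints could not be ranked. The deposited peak lists give the same offset, 75, for every peak, so the midpoint of a peak was taken as its centre. Signals and footprints are the authors' own values and were used to describe, rank and filter regions.

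Positions were compared with GENCODE mouse release M21 on GRCm38, the same assembly as mm10, over 21 chromosomes. A promoter peak overlapped the 1 kb on either side of a transcription start of any of 21938 protein-coding genes, which carry 21911 symbols, and a distal peak overlapped no such window of any of 55413 annotated genes. The remaining peaks were assigned to exons, introns or intergenic sequence, in that order. Shares of peaks are given with Wilson 95% intervals, which cover counting error only. Overlaps of at least 1 bp and positions were set against 100 seeded shuffles of the peaks within their chromosomes. Before the data were examined, 29 gene lists with 383 genes, 26 consensus motifs, the tests, their alternatives and the rule for named genes were fixed. The rule names 15 marker genes, the 3 members of each list with the highest mean percentile of promoter signal, the 10 strongest shared distal peaks, and the 5 motifs with the highest and the 3 with the lowest fold in distal peaks. The list members named by it were ranked among those with a promoter peak in both libraries. Of the genes in the lists, 6 stand in more than 1 list (Cd34, Des, Egr1, Fabp4, Myf5 and Notch3), so lists that share them are not independent.

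For each list and library, members with a promoter peak were compared with all other protein-coding genes by a two-sided Fisher's exact test. Members with 3 or more distal peaks within 20 kb of the gene were compared by a two-sided exact Cochran-Mantel-Haenszel test over 4 classes of gene length. Benjamini-Hochberg adjustment ran over the 29 lists within each library. A list was called where the adjusted p lay below 0.05 with the same direction in both libraries. The median promoter signal of a list was placed among 10000 random lists of genes with a promoter peak in that library. Between the libraries, the log2 ratio of the highest promoter signal was centred on its median over shared promoters, and the median of a list was placed among 10000 random lists matched on mean signal. This describes the 2 libraries and gives no p-value over genes.

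Motifs were searched on both strands of the 150 bp around the peak centre. Peaks with a match were compared with as many genome windows lying over 150 bp from any peak or listed position of either library, matched on GC content in bins of 2 percentage points, by a two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 26 motifs and the same rule for a call. Folds have 0.5 added to each count. The matching kept 65525 of 65529 and 34606 of 34607 distal peaks in replicates 1 and 2, but 73.5% and 71.6% of promoter peaks, the remainder being too rich in GC to find partners. Footprints on motif matches were tested in the same way against matches of 10 scrambled versions of each consensus within the same peaks, and a match counted when at least 50% of it lay inside a footprint. Footprint overlaps were set against 100 shuffles of the footprints within shared peaks.

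The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and blastn 2.17.0. The steps were tested on simulated data with known answers. The promoter test over 21911 genes recovered 58.5% of lists in which 99% of members had a peak and 78.3% of lists in which 15% did, and it made 0 false calls over 1700 unchanged lists. It recovered 31.5% of lists at 95% and 21.5% at 30%, so weaker shifts of lists this short are mostly missed. The false-call rates given here hold for the simulated libraries. In the real ones, 13802 genes had a promoter peak in both, of 14566 and 14068. Requiring both libraries thus guards less against false calls than it would with independent ones. The distal test recovered 15.5% of lists whose odds were raised 4-fold and 85.8% of those raised 12-fold. All 25 motifs simulated at the smaller of the effect sizes tried and all 100 simulated footprint effects of 1.5-fold were recovered, with 0.952% and 0% false calls. The comparison between libraries recovered 90% of lists shifted by 0.5 on the log2 scale and made false calls for 2% of 100 unshifted lists.

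Alternatives were tried for the peak list, the number of peaks, the width of the promoter, the distal window, the overlap required, the background of the motifs, the window searched and the centring, and each library was left out in turn. After the data were seen, the distal lists were also tested without peaks in 10 kb windows that hold 8 or more peaks of that library. The alignments, the broader accessible regions and the sequence differences between the parental strains of these hybrid mice were not used here.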

Results

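Skeletal muscle holds multinucleate myofibres together with satellite cells, fibroblasts, vessels, nerve and blood cells, and DNase-seq of whole muscle reads the open chromatin of all of them at once. The values below describe accessible chromatin in the gastrocnemius of 2 male mice aged 25 days, 1 library per animal, with signal given as tag density scaled to library size. There is 1 group, so the comparisons are between regions, gene lists and sequences within each library, and between the animals.

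Promoters made up a larger part of the accessible regions that both animals shared than of those seen in replicate 1 alone, and introns and intergenic sequence together held most of both. Replicate 1 had 97499 peaks covering 19.9 Mb, or 0.728% of the genome, and replicate 2 had 61664 covering 14.3 Mb, or 0.523%. The mean was 79582 ± 25339 peaks (SD, n = 2). Replicate 1 had 1.58 times the peaks and 1.45 times the tags of replicate 2. Peaks in both libraries had a median width of 200 bp and a median of 114 tags. Of the replicate 1 peaks, 51.0% (Wilson 95% interval 50.7 to 51.4%) overlapped a replicate 2 peak, and 79.7% (79.3 to 80.0%) of the replicate 2 peaks overlapped a replicate 1 peak. Shuffled peaks overlapped by 1.04% and 1.68% on average. With the peaks of each library divided by signal into 4 equal classes, the share that overlapped rose from 15.9% in the weakest to 95.6% in the strongest class of replicate 1, and from 40.9% to 98.8% in replicate 2. Taking the same number of strongest peaks from each library gave 69.6% and 69.3%. Across 47529 pairs of shared peaks, which are not independent replicates, signal had a Spearman's rho of 0.897 and a Pearson's r of 0.918 on the log2 scale. The median log2 ratio of replicate 1 over replicate 2 was −0.01, and 4.67% of pairs lay beyond 2-fold of it.

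Promoters of protein-coding genes held far more peaks than their share of the genome, and intronic and intergenic sequence held fewer. Promoter peaks were 28.7% of peaks in replicate 1 and 39.6% in replicate 2 (mean 34.2% ± 7.73, SD, n = 2), 6.57 and 8.90 times the share of shuffled peaks. Introns held 29.5% and 22.3%, intergenic sequence 36.9% and 32.4%, and exons 4.82% and 5.68%. Of the replicate 1 peaks, 43.1% of those shared with replicate 2 and 13.7% of those found in replicate 1 alone were at promoters. Of the peaks found in replicate 2 alone, 27.5% were at promoters. Promoter peaks overlapped a peak of the other library in 76.6% of cases in replicate 1 and 85.9% in replicate 2, and intronic peaks in 37.7% and 78.2%.

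**Figure D1:**
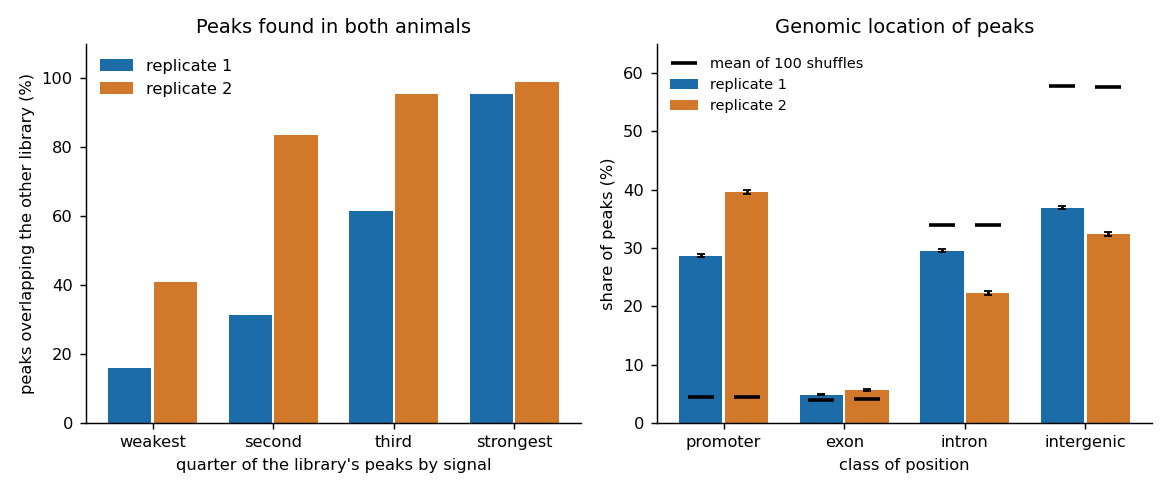
The left panel plots the percent of peaks that overlap the other library for 4 equal classes of peak signal in each library, and the right panel the percent of peaks at promoters, exons, introns and intergenic sequence with Wilson 95% intervals and lines for the mean of shuffled peaks. The share that overlaps reaches 95.6% and 98.8% in the strongest class, and promoters hold 28.7% and 39.6% of peaks.

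The X chromosome, which male mice carry in a single copy, had fewer and weaker peaks than the autosomes. It held 16.8 peaks per Mb in replicate 1 and 10.1 in replicate 2, and the ratio to the autosomes was 0.414 ± 0.0144 (SD, n = 2). The median signal of X promoter peaks was 0.498 ± 0.035 (SD, n = 2) of that of autosomal promoter peaks. The gene-dense chromosome 11 held 60.3 and 41.7 peaks per Mb, the highest of the autosomes, and chromosome 3 held 30.8 and 18.6, the lowest. The Y chromosome held 0.931 and 0.692 peaks per Mb. The Y-linked genes Eif2s3y, Ddx3y and Uty, which are expressed widely in males, had promoter peaks in both libraries with signals of 1.49 ± 0.427, 1.42 ± 0.0603 and 0.855 ± 0.556 (SD, n = 2).

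Of the master regulators of the muscle lineage, 3 had promoter peaks in both animals and Myf5, named here after its values were seen, had a weak one in replicate 1 alone. Myod1, which commits cells to muscle, and Myog, which drives their differentiation, had peaks at their promoters and at distal positions downstream, and Myf6, the regulator most tied to mature fibres, had weaker promoter peaks. Pax7, which marks satellite cells, the stem cells of muscle, had a promoter peak of similar strength to Myf6. The Myod1 promoter (chromosome 7, gene at 46376474 to 46379099, mm10) had a signal of 2.00 ± 0.390, Myog (chromosome 1, 134289989 to 134292548) 1.05 ± 0.0665, Myf6 0.715 ± 0.149 and Pax7 0.809 ± 0.173 (SD, n = 2). The Myf5 peak had a signal of 0.450. For Myog and Pax7 the strongest promoter peak was a different one in each library, so the SD does not compare a single peak. Both libraries had peaks 16.9 kb and 20.3 kb downstream of the start of Myod1. Among the factors that act with them, Mef2a, Mef2d and Tead1 had the strongest promoters, with 8.11 ± 1.05, 6.10 ± 1.15 and 5.84 ± 1.09 (SD, n = 2).

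Several genes of the contractile apparatus of fast fibres had open promoters, but the myosin heavy chain genes named here mostly did not. The slow heavy chain Myh7 had no promoter peak in either library, and nor did the fast heavy chains Myh1 and Myh2, named here after their values were seen. The fast-fibre actinin Actn3, the fast light chain Mylpf, and the fast myosin-binding protein Mybpc2 had promoters above the median of all promoters, Acta1, the skeletal actin, had a weaker one, and Ckm, the muscle creatine kinase, had promoter peaks at more than 1 start. Myh4, the myosin of the fastest fibres, had a promoter peak in replicate 1 alone. Genes used by all fibres, such as Myom1 of the sarcomere M-band, Tpm1, a thin-filament protein, and Bin1, which shapes the membrane tubules that carry excitation, were open in both. Promoter signals were 6.13 ± 0.264 for Actn3, 4.60 ± 1.09 for Mylpf, 4.63 ± 0.228 for Mybpc2 and 2.35 ± 0.924 for Acta1 (SD, n = 2). The Actn3 value is that of a peak centred at −722 bp in replicate 1 and −762 bp in replicate 2 from the nearest start. The Actn3 peaks at a start (−52 and −6 bp) had 1.851 and 1.29, below the median of all promoters (3.573 and 3.435). The strongest promoter peak of Ckm differed between the libraries. The peak that starts at 19410801 on chromosome 7 in replicate 1 had 4.06, and the peak that overlaps it in replicate 2 had 2.85, while the peak at 19405501 had 1.92 and 3.92. Myom1 had 10.1 ± 1.73, Tpm1 8.24 ± 1.73 and Bin1 5.32 ± 0.921 (SD, n = 2). The Tpm1 peak lay inside its gene, near an annotated start other than the 5′ end. The replicate 1 peak of Myh4 had a signal of 0.946, and 7 distal peaks lay near the gene in replicate 1 and 0 in replicate 2. Of the slow-fibre genes with a promoter peak in both libraries, Atp2a2, Tpm3 and Casq2 had the strongest, with 4.60 ± 0.204, 3.99 ± 0.888 and 0.929 ± 0.293 (SD, n = 2). The Tpm3 peak lay inside its gene, near an annotated start other than the 5′ end. Of the genes used in developing fibres, Myl4 (10.5 ± 1.21) and Ncam1 (1.80 ± 0.201, SD, n = 2) had promoter peaks in both libraries. A peak counts for every gene with a start within 1 kb. Whether the Myl4 peak belongs to a neighbouring gene was not tested.

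As lists, genes of sarcomere and triad, myogenic transcription factors, glycolysis, oxidative metabolism, housekeeping, proliferation and the immediate early response had promoter peaks more often than other genes. Lists of macrophages and leukocytes, erythroid cells, hepatocytes and the germline had them less often. Among all 21911 protein-coding symbols, 14566 (66.5%) had a promoter peak in replicate 1, 14068 (64.2%) in replicate 2 and 13802 in both. By a two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 29 lists, the 7 higher lists were as follows in replicates 1 and 2. Pan-fibre sarcomere and triad genes had peaks at 25 and 23 of 25 members (Fisher's exact test, adjusted p = 0.000518 and 0.00986, 2 of 2 libraries), and myogenic transcription factors at 20 and 19 of 20 (0.00335 and 0.0118). Glycolysis and glycogen genes had them at 17 of 17 in both libraries (0.00549 and 0.00397), oxidative metabolism at 18 and 17 of 18 (0.00384 and 0.0143), and housekeeping genes at 18 of 18 in both (0.00384 and 0.00397). Proliferation genes and immediate early and stress genes each had them at 12 of 12 in both libraries, with the same adjusted p of 0.0302 and 0.0143.

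The 4 lower lists had few open promoters. The lineage factor Spi1 and the lysozyme Lyz2 were the only members open among macrophage and leukocyte genes, while Ptprc, the pan-leukocyte antigen, had no promoter peak in either library. Macrophage and leukocyte genes had peaks at 2 of 15 members in both libraries (Fisher's exact test, adjusted p = 0.000485 and 0.00107), and erythroid genes at 3 of 12 in both, Tal1 and Epor among them (0.0130 and 0.0258). Of 13 hepatocyte genes, 1 was open in both libraries, Apob (0.000485 and 0.00107), and Alb was not. Germline genes had peaks at 2 and 1 of 10 members, with Dazl open in both (0.0128 and 0.00397). The calls for hepatocyte, housekeeping, macrophage and leukocyte genes and myogenic transcription factors held under every alternative tried. The pan-fibre call was lost with 500 bp promoters, the 5′ end of the gene alone, the stronger 50% of the peaks or the stricter list, and the other 6 were each lost under 1 or 2 of the 2500 bp promoters, the 5′ end alone and the stronger 50%.

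Markers of the cells that surround the fibres had open promoters without a call for their lists. Pdgfra, Col1a1 and Tcf7l2 of fibro-adipogenic progenitors, Eng, Esam and Egfl7 of endothelium, Pdgfrb and Cspg4 of pericytes and the myelin genes Prx and Pmp22 of Schwann cells had peaks in both libraries. Pdgfra had a signal of 2.95 ± 0.145, Col1a1 4.32 ± 0.0308, Eng 2.07 ± 0.423, Esam 2.10 ± 0.0742, Pdgfrb 2.16 ± 0.626 and Prx 7.12 ± 0.532 (SD, n = 2). The Pdgfra and Prx peaks lay inside their genes, near annotated starts other than the 5′ end. The endothelial gene Pecam1 had a weak promoter at 0.675 ± 0.109 (SD, n = 2). The endothelial list had peaks at 14 and 15 of 15 members and passed the threshold in replicate 2 (Fisher's exact test, adjusted p = 0.00787) but not in replicate 1 (0.0571). In replicates 1 and 2, the satellite cell list had peaks at 14 and 12 of 15 members, fibro-adipogenic progenitors at 14 and 13 of 15, the neuromuscular junction at 13 and 12 of 14, smooth muscle and pericytes at 11 and 10 of 12, the myotendinous junction at 9 and 7 of 10, and Schwann cells at 7 and 6 of 10. Fast sarcomere genes had peaks at 13 and 12 of 16 members, slow sarcomere genes at 8 and 5 of 15, developmental sarcomere genes at 3 and 3 of 8 and adipocyte genes at 5 and 5 of 10. Cardiac genes had peaks at 5 and 2 of 12 members and were called lower in replicate 2 alone (Fisher's exact test, adjusted p = 0.00501). Neuron genes had peaks at 8 and 6 of 13 members, keratinocyte genes at 4 and 4 of 10, imprinted genes at 9 and 10 of 10, with a call in replicate 2 alone (0.0363), and Y-linked genes at 4 and 4 of 6.

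Several Hox genes of the hindlimb had open promoters, as did anterior Hox genes, and the forelimb factor Tbx5 had no promoter peak in either library. Pitx1, which specifies the hindlimb, had weak promoter peaks, the strongest with 0.432 in replicate 1 and, at a different position, 0.880 in replicate 2, and the posterior genes Hoxc10, Hoxa10 and Hoxd10 had 5.33 ± 0.805, 4.77 ± 0.484 and 2.48 ± 0.0639 (SD, n = 2). The more anterior Hoxc6 had 3.55 ± 0.339 (SD, n = 2). Hoxc5 shares the promoter peak of Hoxc10 through a long annotated transcript, so its value is not its own. Hindlimb genes had promoter peaks at 9 and 11 of 12 members and forelimb genes at 6 and 7 of 10, without a call for either list.

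Housekeeping and immediate early genes had the strongest promoters of the lists. Rplp0 and Eef2, which serve translation, the cytoskeletal actin Actb, the transcription factor Jun and the phosphatase Dusp1 had some of the strongest promoters. Single genes for fuel use also had strong promoters, Gys1 for glycogen, Gapdh for glycolysis, and Esrra and Idh3a for oxidative metabolism, while their lists as a whole did not stand out as strong. Whether neighbouring genes share the Gys1 and Esrra peaks was not tested. Rplp0 had 12.2 ± 1.53, Eef2 10.9 ± 0.808, Actb 10.6 ± 1.88, Jun 10.5 ± 2.29, Dusp1 8.90 ± 0.0253, Gys1 11.3 ± 2.42, Gapdh 6.94 ± 0.0185, Esrra 10.5 ± 3.92 and Idh3a 8.65 ± 1.91 (SD, n = 2). Among 10000 random lists of genes with a promoter peak, the median signal of housekeeping genes lay at percentiles 99.97 and 100 in replicates 1 and 2 and that of immediate early genes at 99.1 and 99.2. Glycolysis and glycogen genes lay at 88.3 and 64.0. Oxidative metabolism lay at 1.33 and 0.205, pan-fibre genes at 2.64 and 0.260 and endothelium at 0.220 and 0.01, so the open promoters of these lists were weak. Several other lists, among them slow sarcomere, satellite cell, neuron and keratinocyte genes, also lay near the low end in both libraries. Weak promoters were thus not particular to oxidative, pan-fibre and endothelial genes.

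Distal peaks gathered around muscle genes beyond what gene length predicts. The fast sarcomere list, whose promoters were not called, was called here, as were the pan-fibre genes and myogenic transcription factors. The tendon and junction genes, hindlimb patterning genes and immediate early genes were called in both libraries too. By a two-sided exact Cochran-Mantel-Haenszel test with Benjamini-Hochberg adjustment over 29 lists, 15 of 16 fast sarcomere genes had 3 or more distal peaks in replicate 1 with 4.72 expected (adjusted p = 1.18e-06), and 8 in replicate 2 with 2.5 expected (0.00552). For pan-fibre genes the counts were 25 with 12.5 expected (6.89e-08) and 16 with 7.22 expected (0.00144), and for myogenic transcription factors 15 with 9.5 expected (0.0331) and 14 with 5.56 expected (0.000600). Myotendinous genes had 8 with 3.85 expected (0.0349) and 7 with 2.19 expected (0.00445), hindlimb genes 7 with 2.86 expected (0.0349) and 9 with 1.59 expected (4.58e-05), and immediate early genes 8 with 3.43 expected (0.0217) and 7 with 1.98 expected (0.00422). The test treats members as independent. Members that lie close together, such as Hoxc9, Hoxc10 and Hoxc11 or Myh1 and Myh2, can share distal peaks. The count of lists called lower was 0, and at an unadjusted p it was 2 in replicate 1, hepatocyte and Y-linked genes, and 0 in replicate 2. Each of the 6 calls was lost under at least 1 alternative. Without peaks in 10 kb windows that hold 8 or more peaks of that library, an alternative chosen after the data were seen, the calls for fast sarcomere, pan-fibre genes and myogenic transcription factors stood and the other 3 were lost. Such windows held 5.82% of replicate 2 peaks and 2.10% of replicate 1 peaks. Without replicate 2 the count of higher lists was 10 and without replicate 1 it was 7, and the distal peaks near Mybpc2, 4 in replicate 1 and 31 in replicate 2, lay partly in such a window.

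**Figure D2:**
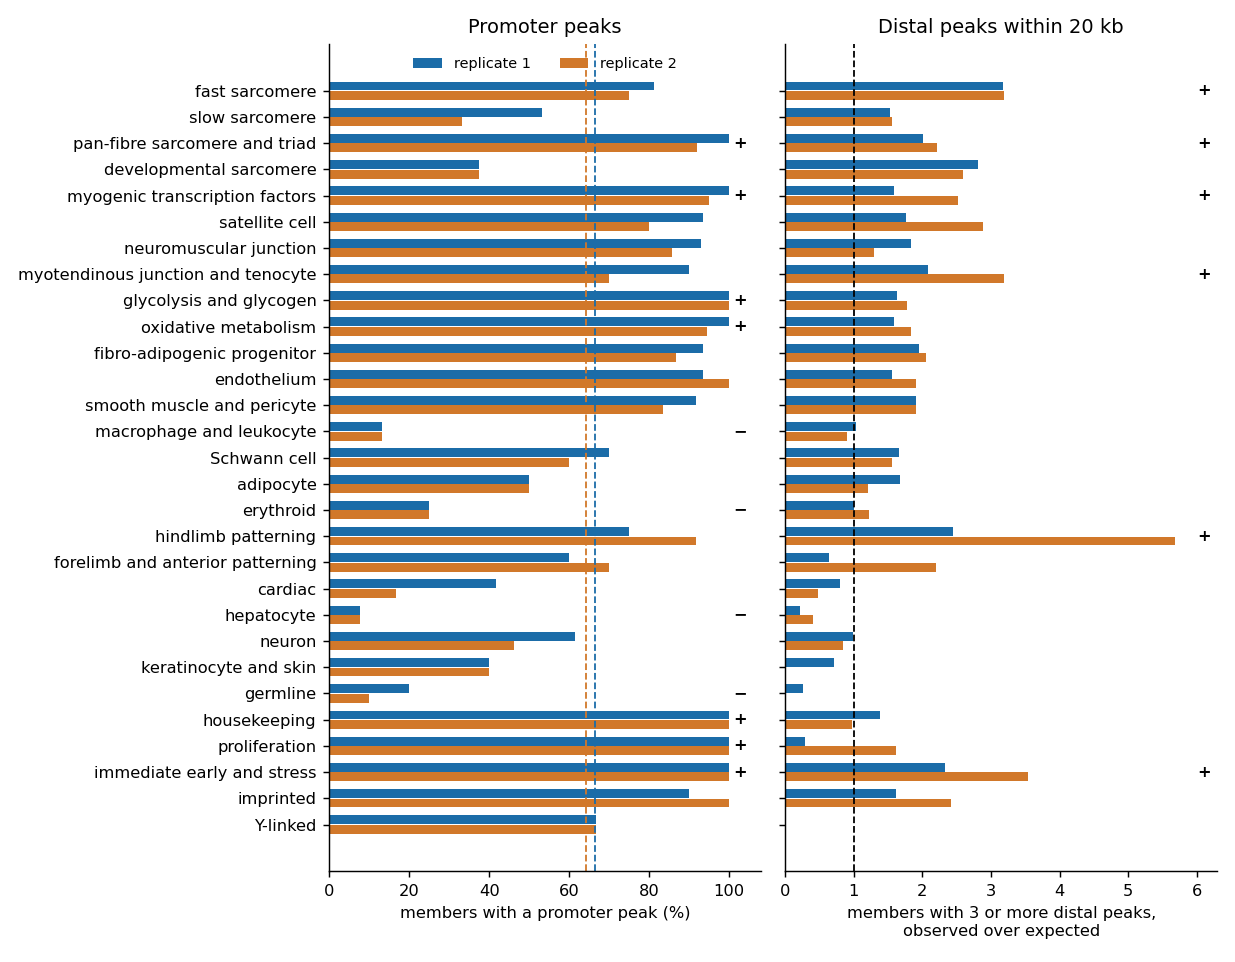
The left panel plots the percent of members of each list with a promoter peak per library, with dashed lines for all other genes, and the right panel the observed over expected number of members with 3 or more distal peaks. Plus and minus signs mark lists called higher or lower in both libraries, 7 and 4 for promoters and 6 and 0 for distal peaks.

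Between the animals, promoters of fast sarcomere, pan-fibre and oxidative genes were stronger in replicate 1 relative to other shared promoters. Myogenic transcription factors did not stand apart. Endothelial promoters were mostly stronger in replicate 2, but their list lay inside the central 95% of random lists matched on signal. The median log2 ratio of replicate 1 over replicate 2 was 0.35 for fast sarcomere genes (percentile 99.8 of random lists, higher in 10 of 12 members), 0.24 for pan-fibre genes (percentile 99.98, 20 of 23) and 0.34 for oxidative metabolism (percentile 99.9, 11 of 17). The neuromuscular junction (0.25, percentile 98.6), satellite cell (0.20, percentile 97.8) and Y-linked lists (0.22, percentile 98) also lay above the central 95%. Myogenic transcription factors had −0.02 (percentile 72.1) and endothelium −0.49 (percentile 5.28, higher in replicate 1 in 1 of 14 members). Forelimb and anterior patterning genes (−0.53, percentile 3.11) and housekeeping genes (0.02, percentile 3.71) lay nearer the low end, also inside the central 95%. With random lists matched on GC content as well, chosen after the data were seen, endothelium lay at percentile 1.83, outside the central 95%. Distal peaks near endothelial genes had −0.05 (percentile 25.8), inside the central 95%. The ratios were centred on 0.12, the median over shared promoters, where the median over all shared peaks was −0.01. With that centre the medians of the myogenic, fibro-adipogenic, immediate early and imprinted lists turned from below to above 0. With 1 library per animal, these values describe the libraries and carry no p-value.

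**Figure D3:**
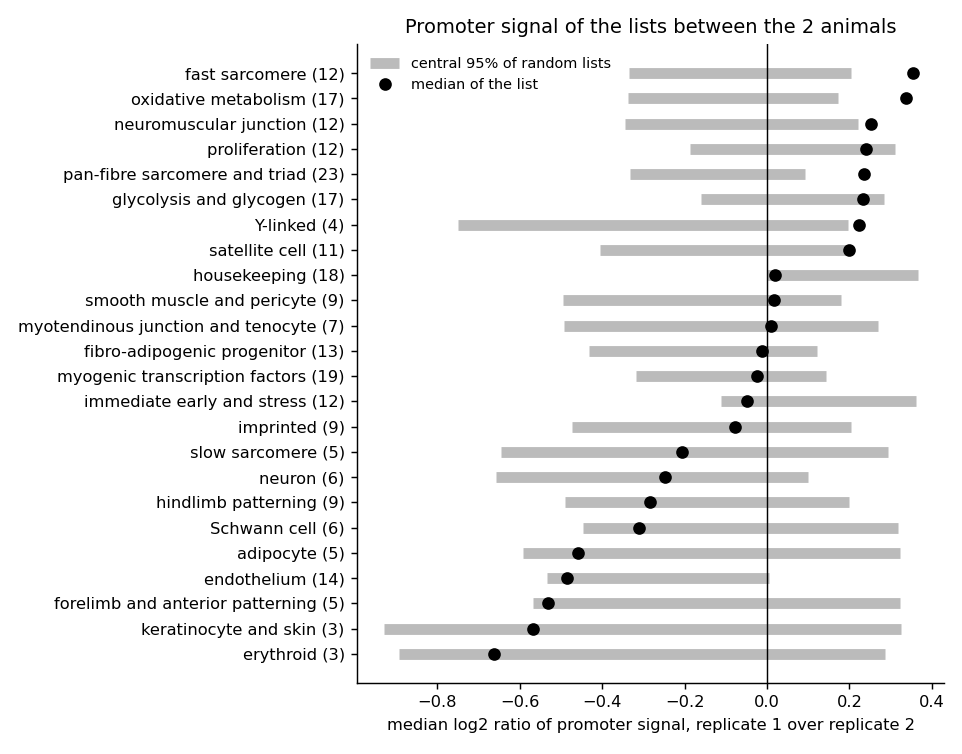
The plot gives, for each list with 3 or more shared promoters, the median log2 ratio of promoter signal in replicate 1 over replicate 2, with the number of members in brackets and a grey bar for the central 95% of random lists of matched signal. Fast sarcomere (0.35), pan-fibre (0.24) and oxidative metabolism (0.34) lie above the bar under this centring and under the centre over all shared peaks.

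Distal peaks carried the binding sequences of CTCF, which anchors chromatin loops, and of factors that direct muscle genes. These were the E-box bound by Myod1 and its relatives, the MEF2 site, the MEF3 site and the TEAD site. AP-1, which responds to activity and stress, and the glucocorticoid receptor were raised as well, and GATA sites were lowered. REST, a repressor of neuronal genes, and NFI were raised too, but their ratios rest on very few background matches. By a two-sided Fisher's exact test against GC-matched windows with Benjamini-Hochberg adjustment over 26 motifs, 15 motifs were higher and 1 lower in both libraries. The 5 with the highest fold were REST, CTCF, NFI, NRF1 and MEF2. REST had a ratio of 43.0 in replicate 1 and 32.3 in replicate 2 with 1 background match in each (counting intervals 11.1 to 2567 and 8.21 to 1935; Fisher's exact test, adjusted p = 1.31e-17 and 7.58e-13). CTCF matched 8.89% and 10.6% of distal peaks, a fold of 21.7 ± 4.05 (SD, n = 2). NFI had a fold of 15.2 in replicate 1, with 4 background matches, and of 8.43 in replicate 2, with 3 (counting intervals 6.34 to 64.2 and 3.0 to 49.6). NRF1 had 3.33 ± 0.130 and MEF2 3.12 ± 0.237 (SD, n = 2). The E-box matched 20.9% of distal peaks in replicate 1 and 18.8% in replicate 2 against 10.1% and 11% of windows, a fold of 1.89 ± 0.243 (SD, n = 2). AP-1 had 2.47 ± 0.44, MEF3 1.62 ± 0.241 and TEAD 1.56 ± 0.190 (SD, n = 2). At the low end stood GATA at 0.792 ± 0.0561, called in both libraries, ERR at 0.735 ± 0.127 (SD, n = 2), past the threshold in replicate 1 alone, and HNF1, with too few matches for a fold. Among motifs with a call, the folds of CRE and USF turned to 0.718 and 0.862 against scrambled sequences in the same peaks. Those of MEF2, RUNX and FOX turned to 0.467, 0.926 and 0.547 against flanking windows not matched on GC. Some motifs without a call in the main test were called against scrambled sequences. PBX-MEIS (5.96), the GC box (4.44), ERR (3.61), HNF4 (2.47) and OCT (1.36) were higher, and NFY (0.846) and the SRF site (0.607) lower. Against flanking windows the GC box (2.91), ETS (2.22) and NFY (1.18) were called higher, and ERR (0.555) and OCT (0.469) lower. ERR, NFY and OCT were thus called in opposite directions by these comparisons. AP-1, CTCF, EBF, NFI, NRF1, REST, MEF3, TEAD and the E-box were called under every alternative tried, while the glucocorticoid receptor and GATA calls were lost with the 75 bp window and GATA also with 300 bp.

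Promoter peaks carried sequences of factors that serve widely expressed genes, along with several that were also raised in distal peaks. NRF1, which drives genes for mitochondria, ETS, YY1, CRE, USF, NFY and the GC box were raised, as were CTCF, MEF2 and REST. The E-box had no call there against GC-matched windows, and its direction depended on the comparison: it was called higher against scrambled sequences (fold 1.91) and lower in the stronger 50% of the peaks (0.823). The fold was 24.0 ± 2.5 for NRF1, 22.6 ± 4.67 for ETS, 9.84 ± 0.136 for CRE, 8.08 ± 0.136 for USF, 7.47 ± 0.376 for CTCF, 5.47 ± 0.315 for NFY, 4.14 ± 1.21 for MEF2 and 2.84 ± 0.269 for the GC box (SD, n = 2). NRF1 had 6 background matches in each library (counting intervals 12.5 to 76.9 and 10.8 to 66.5). Windows were matched on GC content but not on the dinucleotide CG, which the consensuses of NRF1, ETS, YY1, CRE, USF and the GC box contain. How far CG accounts for their folds, here and in distal peaks, was not tested. The sizes depended on the comparison. For NRF1, ETS, CRE and USF they were 12.2, 9.03, 5.38 and 4.065 against scrambled sequences. In the stronger 50% of the peaks they were 42.45, 47.6, 19.9 and 18.55. YY1 had 21.6 and 19, with 3 and 4 background matches (counting intervals 8.23 to 124 and 8.0 to 79.8). REST was at least 9-fold higher in replicate 1 and at least 7-fold higher in replicate 2, with 0 background matches set to a floor of 3 per library. By the same test 14 motifs were higher in both libraries, and 11 of the 14 were called under every alternative tried. TEAD, AP-1 and REST were lost with the stronger 50% of the promoter peaks.

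**Figure D4:**
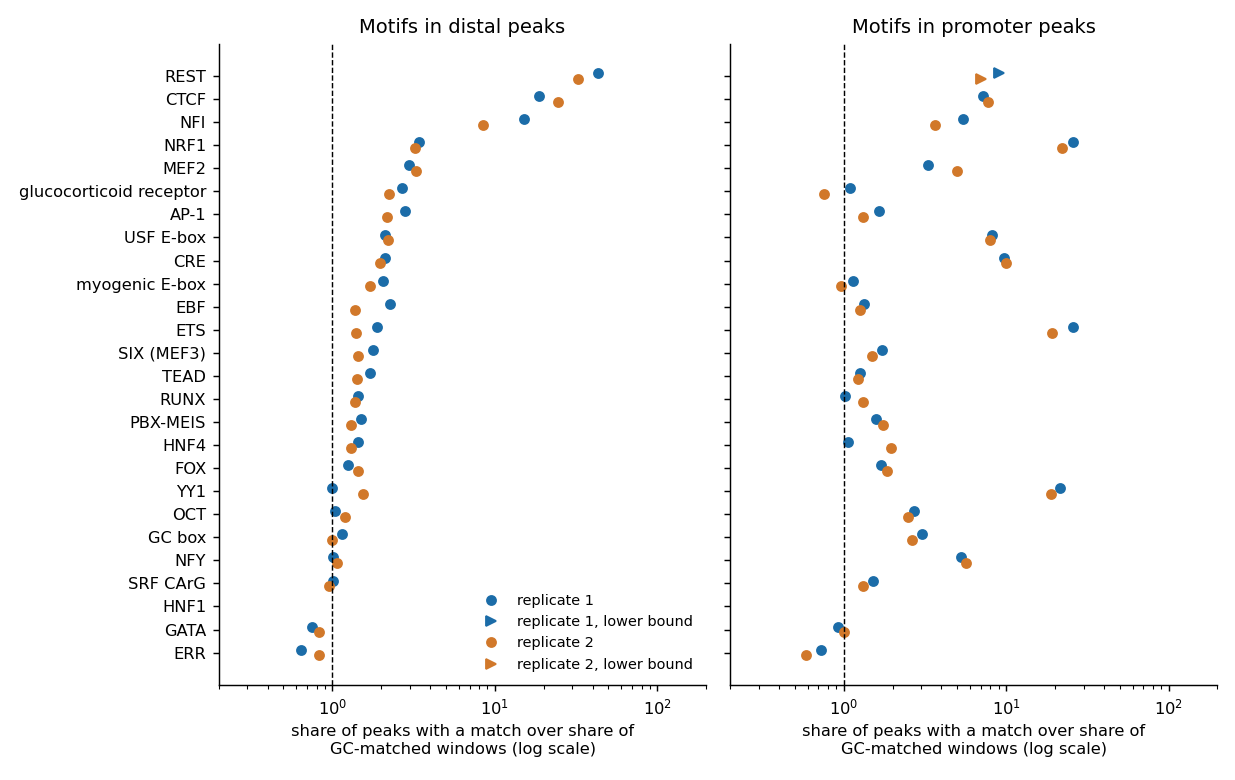
The plot gives the fold of motif matches in distal and promoter peaks over GC-matched windows for each library on a log axis, with triangles for lower bounds where the background had 0 matches. CTCF reaches 21.7 in distal peaks, and NRF1 and ETS reach 24.0 and 22.6 in promoter peaks.

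Footprints, short stretches inside peaks that are protected from cutting, covered most sites of CTCF and NRF1. The muscle E-box and the GC box were footprinted only slightly more often than scrambled sequences, and MEF2 and AP-1 had no call over all peaks. FOX, MEF3 and glucocorticoid receptor sites were footprinted less often than scrambled sequences. There were 243784 footprints in replicate 1 and 171389 in replicate 2, with a median width of 10 and 9 bp, and 88.7% and 85.8% lay in peaks. In shared peaks, 56.5% of replicate 1 footprints overlapped a replicate 2 footprint and 62.8% the reverse, 1.47 and 1.5 times the shuffled share. By a two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 26 motifs, 11 motifs were higher and 3 lower in both libraries. CTCF matches were in footprints in 85.6% and 84.9% of cases against 23.5% and 22.5% for scrambled sequences, and NRF1 matches in 95.2% and 95.6% against 18.6% and 16.4%. CRE matches were in footprints in 74.2% and 72.0% of cases against 9.4% and 6.89%, and NFI matches in 67.8% and 52.4% against 13.9% and 14.3%. GC box matches had 62.3% and 55.3% against 48.8% and 42.8%, a fold of 1.28, like that of the E-box. E-box matches were in footprints in 18.8% and 19% against 15.4% and 14.2% (Fisher's exact test, adjusted p = 3.74e-39 and 7.77e-47). In the strongest of the 4 classes of peaks, a check chosen after the data were seen, the E-box excess was gone, with observed over expected 0.979 (95% interval 0.935 to 1.02) and 1.04 (0.978 to 1.11), and AP-1 lay below expectation, at 0.657 (0.570 to 0.751) and 0.423 (0.304 to 0.570). FOX matches had 4.55% and 3.04% against 7.55% and 6.18% (1.5e-09 and 2.21e-07), MEF3 8.84% and 4.67% against 13.9% and 9.94% (0.00702 and 0.0147), and the glucocorticoid receptor 4.65% and 2.48% against 10.9% and 11.2% (0.00177 and 0.00270). With any overlap of 1 bp counted, the calls for MEF3, the glucocorticoid receptor and YY1 were lost, and with the match wholly inside the footprint those for the glucocorticoid receptor, YY1 and EBF were lost. REST matches were in footprints in 69.2% and 72.2% of cases, with no scrambled matches to test against.

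**Figure D5:**
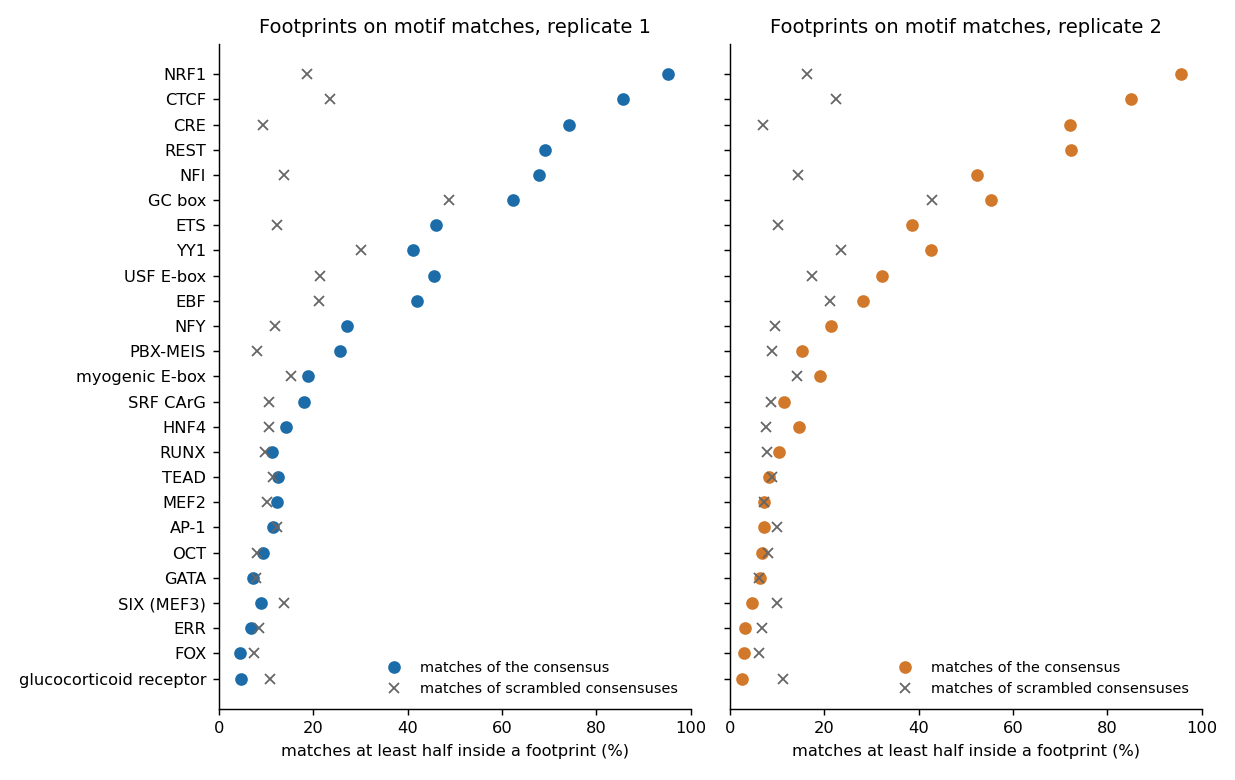
The plot gives the percent of motif matches that lie in footprints per library, as dots for the consensus and crosses for its scrambled versions. CTCF and NRF1 lie at 84.9% or above in both libraries, and FOX, MEF3 and glucocorticoid receptor dots lie to the left of their crosses.

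The strongest distal peak shared by the animals was inside Lars2, a mitochondrial leucyl-tRNA synthetase, and the next near Cox14, an assembly factor of cytochrome oxidase. The others lay nearest to Igf2bp3, Il31ra, Gm8797, Gm10722, Pak3, Ubqln1, Mxi1 and Zfp395. The Lars2 peak (chromosome 9, 123461901 to 123462100, mm10) had signals of 34.6 and 57.1 in replicates 1 and 2, and the Cox14 peak (chromosome 15, 99735661 to 99735920), inside Cers5, 31.0 and 40.1. Of these 10 peaks, 6 contain 32-base words that occur again on the chromosomes, Lars2 among them. A ribosomal origin of these peaks was not tested, since the reference used here holds no full ribosomal DNA unit.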

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

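The stricter list, the same number of strongest peaks for location and distal lists, the rank correlation at promoters or from the lowest false discovery rate, the stronger 50% of promoter peaks for motifs, the crowded 10 kb windows and leaving out a library for named genes and the X chromosome were chosen only after the data were seen. Of 1278 alternative values, 1052 kept their side of the threshold or moved within their spread and 118 moved further. Another 63 passed the threshold, 40 no longer passed it and 5 reversed. The 1052 overstate stability. Leaving out 1 of 2 libraries moves a mean by less than its SD, so peak number, location and X chromosome had to count as kept. Restricting to autosomes, X and Y left 79581.5 peaks unchanged. A fall from 7 to 5 higher promoter lists and changes of direction of uncalled motifs also counted as kept. For the values that moved or reversed, the cause was not tested. With reciprocal overlap of 50%, peak overlap was 37.6% and 59.5% in replicates 1 and 2, and footprint overlap 25.2% and 35.8% over all and 39.99% and 43.4% in shared peaks. The same number of strongest peaks gave a peak overlap of 69.6% and 69.3%. The stronger 50% gave 39908.5 peaks per library, overlaps of 60.9% and 94.5%, 47.9% at promoters and 1 promoter motif lower. The stricter list gave 48836 peaks per library, overlaps of 51.5% and 85.0%, 44.3% at promoters and 3 distal lists higher. The rank correlation of signal was 0.817 for distal peaks, 0.948 for promoters and 0.798 from the false discovery rate. Promoters of 2500 bp left 2 lists lower, and the 5′ end alone left 4 higher. Distal lists higher numbered 3 with 1 or more distal peaks, 3 without crowded windows and 7 to 10 with a library left out. Motifs lower in distal peaks numbered 4 against scrambled sequences, 5 against flanking windows, 0 with 300 bp and 1 to 2 with a library left out, and in promoter peaks 1 against scrambled sequences. Among motifs called in distal peaks, folds reversed for CRE (0.718) and USF (0.862) against scrambled sequences and for MEF2 (0.467), RUNX (0.926) and FOX (0.547) against flanking windows. Some distal motifs without a call in the main test were called on the other side of 1. These were ERR (3.61) and NFY (0.846) against scrambled sequences and OCT (0.469) against flanking windows. With any overlap of 1 bp, 1 motif was lower in footprints. Broader accessible regions (not in the files used), signal over the union of peaks (no such values deposited) and the stronger 50% of footprints (no score) were planned but not run. With 2 libraries, the spread between animals rests on 1 difference.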

Other observations

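The test of whether other cell types rose alike in replicate 2 and the footprint tests of FOX, MEF3 and the glucocorticoid receptor singly were chosen only after the result was seen, and the matching on GC content, the distal peaks near lists, the peaks without repeated words, the crowded windows and the split into shared and unshared distal peaks were chosen only after the data were seen. Among shared distal peaks without any 32-base word that occurs again on the chromosomes, the strongest included peaks at Per1 and Nr1d1, repressors of the circadian clock, named here after their values were seen. Per1 (chromosome 11, 69097001 to 69097240) had signals of 14.1 and 10.4 in replicates 1 and 2, and Nr1d1 (chromosome 11, 98773801 to 98774160) 15.7 and 9.70. Of the noncoding imprinted genes, Kcnq1ot1 had a promoter signal of 3.64 and 1.5, Meg3 1.11 and 1.14, H19 1.40 in replicate 1 with no peak in replicate 2, and Rian no peak in either.

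Sequences for muscle factors also marked distal peaks that only replicate 1 had. The E-box matched 21.6% of shared distal peaks, 20.4% of those in replicate 1 alone and 13.6% of those in replicate 2 alone, while CTCF matched 14.1%, 5.43% and 1.56%. Over GC-matched windows the E-box was raised in each set, with folds of 2.00, 2.16 and 1.26. MEF2, MEF3 and TEAD had 2.77, 2.03 and 1.66 in peaks of replicate 1 alone. In those of replicate 2 alone they had 1.56, 0.825 and 1.135, without passing the threshold. Distal peaks near hindlimb patterning genes were weaker in replicate 1 (median log2 −0.53 over 16 peaks, percentile 0.07), as were those near forelimb genes (−0.58 over 10 peaks, percentile 0.17). Windows of 10 kb with 8 or more peaks numbered 328 in replicate 2, and their 3591 peaks had a median signal of 0.419 against 1.01 for its other peaks, with 33.3% overlapping a replicate 1 peak. In replicate 1 there were 210 such windows, with a median signal of 0.710. What sets these windows apart was not tested.

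Promoters of fast sarcomere, pan-fibre and oxidative genes were stronger in replicate 1. The tables argued against greater depth as the whole cause, since the 37 members with a stricter peak in both libraries had a median log2 ratio of 0.21, at percentile 100 of random lists. They argued against GC content as well, since all 52 members had a median of 0.29, at percentile 100 of lists matched on GC. Distal peaks near these genes pooled moved likewise (150 peaks, 0.24, percentile 99.99), as a larger share of myofibre nuclei in replicate 1 would give. By list, distal peaks rose for fast sarcomere (0.27, percentile 99.8) and pan-fibre genes (0.32, percentile 99.99). Those near oxidative genes did not stand apart (0.13, percentile 78.6). Other lists did not follow either: distal peaks lay at percentile 47.8 for myogenic transcription factors, 38.9 for the neuromuscular junction and 37.9 for slow sarcomere genes. Promoters of the slow sarcomere genes had −0.21 (percentile 43.4 with GC matching). Promoters of the satellite cell list, which stands for another cell type but shares Des with the fibre list, were raised in replicate 1 as well (0.20, percentile 98.6). A larger share of myofibre nuclei thus does not account for the promoters of every list. Distal peaks near satellite cell genes did not rise (0.02, percentile 48.9). Promoters of markers of other cell types pooled lay at percentile 46.8 (47 members, −0.15), whereas distal peaks near them were weaker in replicate 1 (151 peaks, −0.08, percentile 1.3). Among the promoter lists, 1 of 10 pairs of lists differed, without passing a correction for 10 pairs, so a rise of all other cell types alike cannot be told apart from no rise, the promoters and distal peaks giving different answers. Both animals are of 1 group and instruments are named for 1 library, so a cellular difference between the animals, one of dissection and one of sequencing all stay open.

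The strongest shared distal peaks might have come from mitochondrial DNA, but 0 of the 10 matched the mitochondrial genome over 50 bp, while a known mitochondrial insertion on chromosome 1 gave a match of 4466 bp in the same search. Copies elsewhere in the genome cannot be told apart as the source, since a median of 43.6% of 32-base words in the 10 peaks occur again, below the share set for this source but above the 0 of the next 900 peaks after the first 100. The strongest peak of all in both libraries lay at chromosome 17, 39846781, in Rn18s-rs5, with signals of 48.7 and 96.9. A ribosomal origin of the distal peaks stays open and was not tested. No biological explanation was tested.

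Matches of FOX, MEF3 and the glucocorticoid receptor were footprinted less often than scrambled matches. The tables argued against low depth in weak peaks, since in the strongest class of peaks the observed over expected number was 0.390 (replicate 1 0.436, interval 0.340 to 0.549; replicate 2 0.344, interval 0.220 to 0.510). They argued against position near peak edges too, with a ratio of 0.514 within 75 bp of the centre. Most of the pooled matches were of FOX, but each motif alone had a ratio with an upper 95% limit below 1 in both tests and libraries, except the glucocorticoid receptor in the strongest class of replicate 2 (0.199, upper limit 1.02, 26 matches), where the test leaves depth open. Brief binding and the cutting preference of DNase I stay open and were not tested, and no biological explanation was tested.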
